A study of Mus musculus with 16 samples. Its data were reported in "p16-dependent increase of PD-L1 stability regulates immunosurveillance of senescent cells" (2024).

How the data were processed

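Alveolar macrophages of C57BL/6 mice were profiled after chronic inhalation of lipopolysaccharide (LPS, a bacterial cell wall component that drives inflammation) or of PBS as the control. Per the labels, each exposure was an aerosol given for 30 min, 3 times a week over 10 weeks, with LPS at 0.5 mg/ml. The method, INs-seq, fixes cells in methanol, stains an intracellular protein and sorts on it before RNA is sequenced. Here the stained protein was p16, an inhibitor of the cell cycle kinases CDK4 and CDK6 that is widely used as a marker of senescent cells. Cells positive for CD45, CD11c and Siglec-F were sorted into p16-positive and p16-negative fractions, with 5000 cells per sample, and the labels describe the libraries as made from pooled samples.

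The authors sequenced 3′ ends of transcripts by bulk MARS-seq and processed the reads with the UTAP pipeline, whose version is not given in the sources used here. Per the labels, only reads that mapped uniquely to 3′ ends of RefSeq genes on mouse build mm10 entered the counts. The authors deposited counts of unique molecular identifiers (UMIs, each standing for 1 captured transcript) for every gene and library, and these counts were the input of all tests below. The authors also deposited normalized signal, made by dividing each count by 1 DESeq2 size factor per library, and regularised log2 values; both were checked and not used in the comparisons. Their log2 fold changes and p-values for pairs of groups were computed by the authors with DESeq2, and they are cited only where the authors' deposited table is named. The DESeq2 version behind that table is not given in the sources used here.

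The table listed 7946 genes with 3734815 UMIs over 16 libraries, 4 in each of 4 groups. No listed gene had fewer than 6 UMIs in its highest library, so library totals cover only the listed genes. Totals ranged from 13861 to 1176358 UMIs per library. A count of 3 UMIs, the limit that a count of 0 allows, corresponds to 216 CPM (the usual scaling of a count to the library's total) in the shallowest library and to 2.55 CPM in the deepest. Intervals for shares of UMIs are exact Clopper-Pearson intervals at 95%, and they cover counting error only. Symbols were matched to the GRCm38.p6 annotation for 7919 of the 7946 genes. Between libraries of the same group no pair looked like a duplicate, since the chi-square per degree of freedom between replicates was between 3.92 and 173 over 24 pairs. No deposited per-sample column was left out of the counts.

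Genes with at least 30 UMIs summed over the 16 libraries were tested, which kept 6516 genes. Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on TMM-scaled counts, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. The p16 comparison carried treatment as an additive term, the LPS comparison carried the p16 fraction, and the comparisons within a treatment, within a fraction and of their interaction came from a model of the 4 group means. All 16 libraries entered each fit. Positive log2 fold changes mean higher in the p16-positive fraction or higher after LPS. Values in CPM are scaled to the library's total UMIs and given as mean ± SD over the 4 libraries of a group.

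Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, over the 39 of 42 lists that had at least 5 tested members. The 42 lists comprise 25 pathway lists, 16 marker lists of cell types the sort could hold, and 1 list of genes of other tissues. They were fixed by hand, without a gene ontology collection, and many genes stand on more than 1 list. For each list, camera with an estimated correlation and fry were run beside it. The lists with more than 10 members were also run with fgsea 1.28.0. A list called by fry moves on balance one way, which does not compare it with other genes. Member counts are given both after adjustment over all tested genes and adjusted over the list alone. Shares of UMIs per marker list were compared with exact two-sided permutation tests, for which 4 libraries against 4 give 70 assignments and a smallest p of 0.0286.

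The named genes follow a rule. For the p16 and the LPS comparison these are the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those past the threshold, with a mean of at least 20 CPM and the same sign in both strata. Added to them, whatever their p, are Cdkn2a, Cd274, Cdkn1a, Mki67, Pdcd1lg2, Btrc, Siglecf, Itgax and Bcl2l1, and from each list up to 4 members with the lowest p. Other genes named in the text were chosen after their values were seen, as members of the lists or as examples with a known function. The comparisons and their tests, the groups, the lists, the naming rule and the alternatives other than 1 were chosen before the data were examined, while some tests of explanations and of other splits were chosen after, as stated beside them. That alternative, which leaves out both PBS libraries of replicate 1 together, was chosen after the depths were seen.

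The procedure was tested on simulated counts with the depths of these libraries and known changes, on 6105 to 6159 genes. For the p16 comparison over both treatments, edgeR recovered 59.8% of genes changed 4-fold and 5.32% of those changed 2-fold, and 9.52% of its 63 calls were false. For the LPS comparison over both fractions it recovered 62.1% and 10.9%, with 7.25% of 69 calls false. Within single strata the recovery of 4-fold changes was 17.2% for p16 in PBS, 31.1% for p16 in LPS, 12.2% for LPS in p16-negative and 14.1% for LPS in p16-positive cells. The simulated interaction recovered 8.42% of 4-fold changes, with 33.3% of 12 calls false. With no simulated change, 1 gene was called in the p16 comparison over both treatments and 0 in the other 6 comparisons. Genes were drawn independently of each other, in a single draw per setting, without paired or outlying libraries. These rates therefore need not hold for the real libraries, where another split called 219 genes for p16 over both treatments.

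Replicate numbers are shared between groups, and the labels, which call the replicates biological, do not say what a number marks. The deviations of same-numbered libraries from their group means were therefore correlated across genes. Between the PBS fractions the correlations were 0.337, 0.146, 0.339 and 0.345 for numbers 1 to 4, each above 0.1, so these libraries were treated as pairs and the blocked result stands beside the unblocked one. In both PBS fractions depth also rises with the number, so these correlations cannot separate shared depth from shared animals. The alternatives tried were DESeq2 1.42.0, RLE and upper-quartile scaling, the filterByExpr filter and no filter, replicate blocks, voom with sample quality weights, a minimum fold change of 1.25, only the 8 libraries compared, leaving out the 50 most abundant genes for the shares, and leaving out each library in turn. Other splits of the libraries into groups of equal size were refitted, with 100 drawn where more exist.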

Results

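The data are RNA profiles of mouse alveolar macrophages, the resident phagocytes of the air spaces, sorted by their p16 protein content. Lungs had been exposed for 10 weeks to inhaled LPS or to PBS, and the 2 treatments and 2 p16 fractions give 4 groups of 4 libraries. The 4 PBS p16-negative libraries held 15755, 60814, 117352 and 224301 UMIs, in the order of their replicate numbers. The PBS p16-positive libraries held 13861, 98930, 193511 and 433490 UMIs. After LPS, the p16-negative libraries held 100960, 139976, 166495 and 401857 UMIs and the p16-positive libraries 178681, 293771, 118703 and 1176358. The PBS replicate 1 libraries of both fractions were the shallowest, and they stood apart on the first principal component of the log2 CPM values (36.3% of the variance) at -109 and -129, where all other libraries lay between -5.54 and 30.9. The labels call the replicates biological, and the study counts its samples by treatment, so both fractions of a sample may come from the same animals. No source used here ties a library to an animal, so p-values measure the spread between these libraries.

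**Figure D1:**
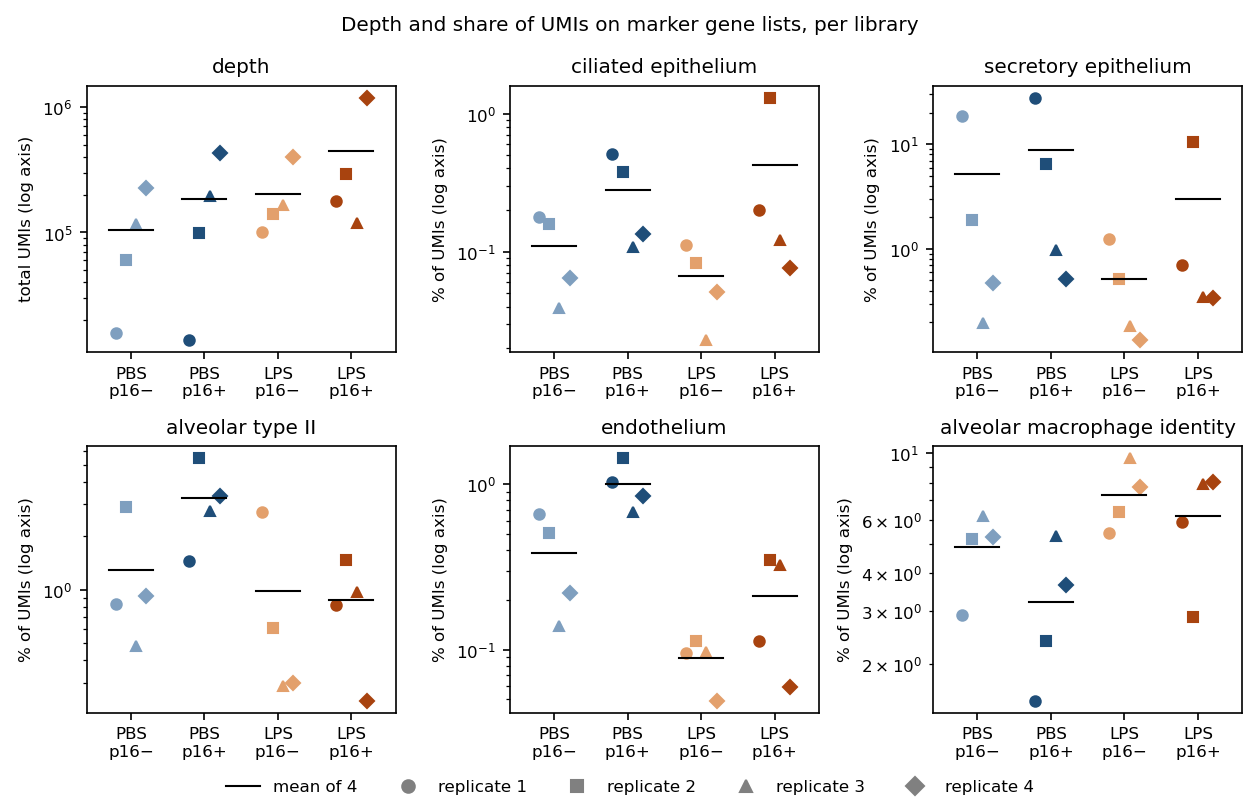
Total UMIs per library (log axis) and the percent of UMIs on marker lists, by group and replicate, with group means as bars. Totals span 13861 to 1176358 UMIs, and the endothelial share is highest in the PBS p16-positive group, at a mean of 1.00%.

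The first comparison asks which transcripts distinguish p16-positive from p16-negative macrophages over both treatments. Genes of ciliated airway cells were higher in the p16-positive fraction: all 28 tested members had a positive log2 fold change, with a median of 2.55, and 10 passed the threshold (21 adjusted over the list alone). Among them, Ccdc78, which acts in the amplification of centrioles, was higher by 3.98 on the log2 scale (SE 0.72, adjusted p = 0.0116; n = 8 libraries per fraction), and Dnah10, an axonemal dynein heavy chain, by 3.88 (SE 0.81, adjusted p = 0.0139). Foxj1, the master transcription factor of motile cilia, was higher by 3.14 (SE 0.62, adjusted p = 0.0122) and Tekt1, a structural protein of cilia, by 3.57 (SE 0.73, adjusted p = 0.0139). Foxj1 had 82.3 ± 89.7 CPM (SD, n = 4) in PBS p16-negative and 365 ± 256 in PBS p16-positive libraries, and 76.4 ± 65.1 against 986 ± 1381 CPM after LPS. In the last group LPS p16-positive replicate 2 stands apart, with 3047 CPM of Foxj1 and 1.29% of UMIs on the ciliated list, where the other libraries had 0.0759 to 0.199%, and without it the Foxj1 value was 2.15. Without this library the adjusted p was 0.140 for Dnah10 and 0.115 for Tekt1. Without LPS p16-negative replicate 4 it was 0.0607 for Ccdc78 and 0.0640 for Foxj1. Camera called the ciliated list (adjusted p = 5.12e-14), and the call was lost at adjusted p = 0.366 with an estimated correlation.

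Genes of secretory airway cells and genes shared by epithelia were higher as well. Of 18 secretory genes 17 had positive values (median 1.82), 4 passed the threshold and 8 passed adjusted over the list alone. These included Bpifb1, a secreted defence protein of the airway lining, at 3.82 (SE 0.82, adjusted p = 0.0146), the mucin Muc5b at 3.66 (SE 0.98, adjusted p = 0.0497), and the haptoglobin gene Hp at 2.53. All 18 pan-epithelial genes had positive values (median 2.24), with 7 called and 14 adjusted over the list alone. Among these, Krt8, an intermediate filament protein of simple epithelia, was higher by 4.25 (SE 0.86, adjusted p = 0.0131), its partner Krt18 by 2.90, the protease inhibitor Spint2 by 2.25 and the membrane protease St14 by 2.55. These calls rest in part on LPS p16-positive replicate 2. Without it the adjusted p was 0.131 for Bpifb1, 0.541 for Muc5b and 0.115 for Hp. For Krt8, Krt18, Spint2 and St14 it was 0.0859, 0.131, 0.136 and 0.175. Camera gave adjusted p = 9.42e-07 for secretory and 2.17e-12 for pan-epithelial genes, and adjusted p = 0.407 and 0.366 with an estimated correlation. The most abundant secretory gene, Scgb1a1, varied more between replicates than between fractions, at 41280 ± 74230 CPM in PBS p16-negative and 64510 ± 106400 in PBS p16-positive libraries.

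The named genes of this comparison with the largest differences had few UMIs in the negative fraction. Gramd2 had 69 UMIs in the p16-positive and 1 in the p16-negative libraries, a pooled ratio of 33.8 (95% counting interval 5.87 to 1353), with a fitted log2 fold change of 4.94 (SE 1.07, adjusted p = 0.0146). Armh1 had 121 against 3 UMIs (ratio 19.8, 6.60 to 97.1), and its fitted value was 4.41 (SE 0.94, adjusted p = 0.0146). The glutathione peroxidase gene Gpx2, known from epithelial cells, had 67 against 2 UMIs (ratio 16.4, 4.37 to 138; fitted 4.29, SE 1.02, adjusted p = 0.0235). Adcy6, an adenylate cyclase, had 65 against 2 UMIs (ratio 15.9, 4.23 to 134; fitted 4.08, SE 0.87, adjusted p = 0.0146). These results rest in part on LPS p16-positive replicate 2. Without it the adjusted p was 0.115 for Gramd2 and Armh1, 0.191 for Gpx2 and 0.108 for Adcy6, and the pooled ratios were not recomputed. Gm38655, a predicted gene without coordinates in the annotation used here, was higher by 4.02 (SE 0.85, adjusted p = 0.0139), and Tbx1, a developmental transcription factor, by 3.79 (SE 0.88, adjusted p = 0.0219). Without LPS p16-positive replicate 2 their adjusted p was 0.155 and 0.197. On GRCm38.p6, Krt8 lies on chromosome 15 (101996711 to 102004342), Ccdc78 on chromosome 17 (25786580 to 25790513) and Gramd2 on chromosome 9 (59679833 to 59718873).

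**Figure D2:**
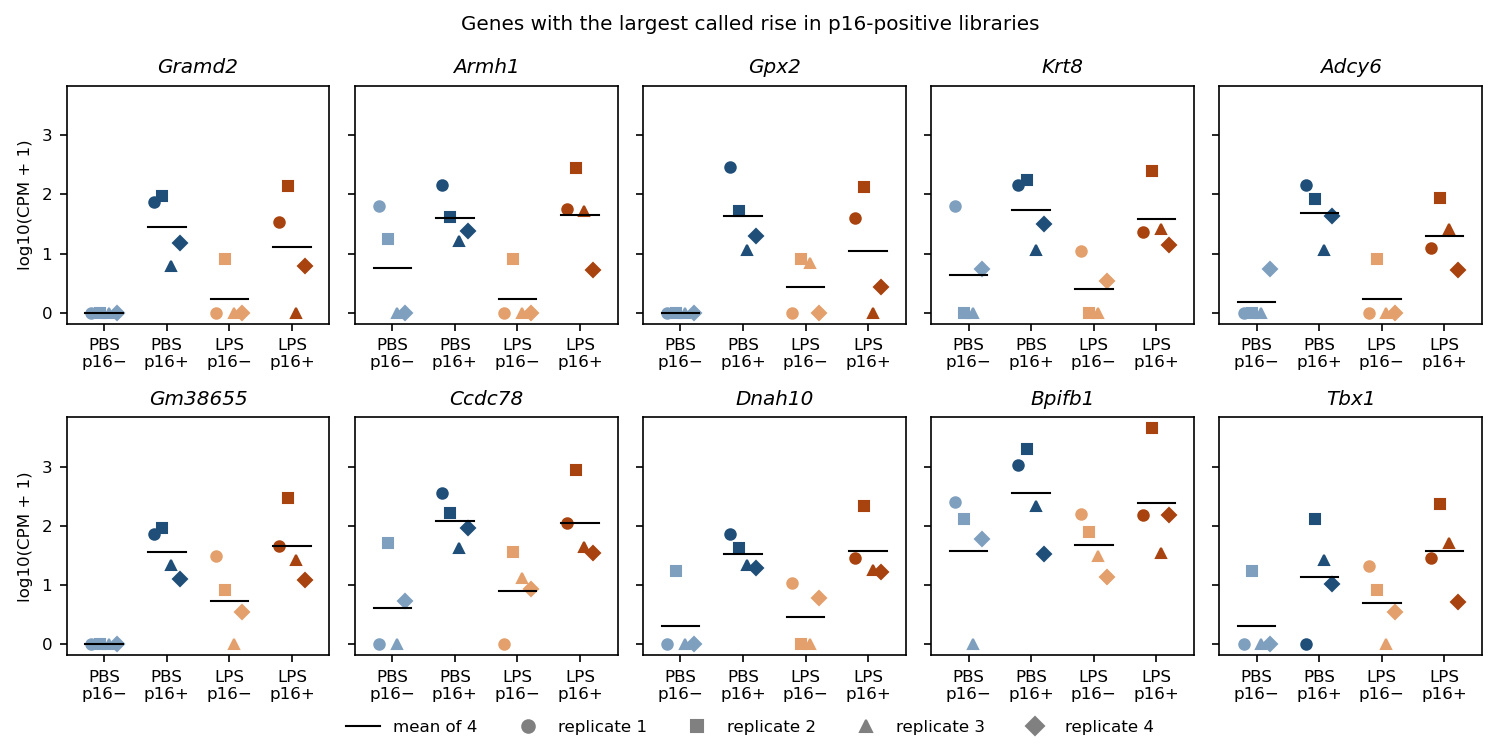
Level per library, as log10 of CPM + 1, of the 10 called genes with the largest rise in the p16 comparison, by group, with replicates as separate markers and bars at the group mean of the plotted values. Untransformed, the means for Ccdc78 are 13.5 and 163 CPM in the PBS fractions and 13.8 and 265 CPM in the LPS fractions, p16-negative first.

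Endothelial genes were also higher in the p16-positive fraction, with all 20 tested members positive (median 1.41), 3 called and 13 adjusted over the list alone (camera adjusted p = 2.17e-12, and adjusted p = 0.338 with an estimated correlation). The called members were Egfl7, a secreted endothelial factor, at 1.76 (SE 0.41, adjusted p = 0.0207), Gpihbp1, which holds lipoprotein lipase on capillaries, at 1.93 and the junction protein Esam at 1.90. Without LPS p16-positive replicate 2 the adjusted p was 0.123 for Egfl7 and Esam, and without LPS p16-negative replicate 4 it was 0.0923 for Gpihbp1. The tight junction gene Cldn5 had the highest level of the list, with 1458 ± 1103 against 3691 ± 1798 CPM in PBS and 268 ± 152 against 803 ± 663 CPM after LPS. Fibroblast genes (7 of 7 positive, median 1.36, 0 called and 3 adjusted over the list alone; camera adjusted p = 0.00163), B-cell genes (8 of 8, median 1.12, 0 called and 1; 0.000574) and monocyte and interstitial macrophage genes (14 of 15, median 0.67, 0 called and 5; 0.00147) were called as lists. Their adjusted p with an estimated correlation were 0.366, 0.338 and 0.338. Neutrophil genes were called (14 of 18 positive, median 0.73, 2 called members and 3 adjusted over the list alone; camera adjusted p = 0.0119, and adjusted p = 0.407 with an estimated correlation), and the adjusted p was 0.0557 without LPS p16-negative replicate 4 and 0.0649 with filterByExpr. The 2 called members were Ltf at 3.26 and Hdc at 2.24, with adjusted p of 0.337 and 0.256 without LPS p16-positive replicate 2. Ltf encodes lactoferrin, which neutrophil granules and airway glands both contain, and Hdc makes histamine.

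Genes of alveolar type I cells (9 of 11 positive, median 1.10, 0 called and 4 adjusted over the list alone; camera adjusted p = 0.00659) lost the call at adjusted p = 0.477 with an estimated correlation, and at 0.0647 and 0.0841 without PBS p16-negative replicate 3 or 4. Smooth muscle and pericyte genes (5 of 6 positive, median 1.35, 0 called and 2 adjusted over the list alone; 0.0312) lost it at adjusted p = 0.366 with an estimated correlation. Their adjusted p without 1 library was 0.0579 and 0.126 without PBS p16-negative replicates 3 and 4, 0.289 and 0.128 without PBS p16-positive replicates 2 and 3, 0.0552 without LPS p16-negative replicate 2, and 0.0645 and 0.0635 without LPS p16-positive replicates 2 and 3. Genes of alveolar type II cells, which make surfactant, were not called (median 0.26, camera adjusted p = 0.206). Their most abundant member Sftpc had 9395 ± 8930 against 25000 ± 14350 CPM in PBS and 6423 ± 8433 against 5349 ± 3165 CPM after LPS, p16-negative first.

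Camera also called matrix, retinoic acid and immediate early lists, in which few members passed. Of 44 extracellular matrix genes 29 had positive values (median 0.72), with 4 called and 6 adjusted over the list alone. The called genes were the membrane metalloprotease Mmp15 at 2.71, elastin (Eln) at 3.02, the laminin chain Lama5 at 2.54 and the basement membrane proteoglycan Hspg2 at 3.06. Without LPS p16-positive replicate 2 their adjusted p was 0.102, 0.145, 0.191 and 0.155. Camera gave adjusted p = 0.00192, and the call was lost at adjusted p = 0.366 with an estimated correlation and at 0.189 with filterByExpr. The retinoic acid list (16 of 20 positive, median 0.34, 1 called and 5 adjusted over the list alone; camera adjusted p = 0.0218) lost its call at adjusted p = 0.366 with an estimated correlation and at 0.816 with filterByExpr. Without 1 library its adjusted p was 0.0578 and 0.135 without PBS p16-negative replicates 3 and 4, 0.0506, 0.106 and 0.0515 without PBS p16-positive replicates 2, 3 and 4, and 0.0730 without LPS p16-positive replicate 2. Its called member Tbx1 and the next, Hoxa5 (3.27, adjusted p = 0.0619), are developmental transcription factors. Both themes were reported by the study on these samples, so they are not independent evidence of a direction. Immediate early genes were called (23 of 31 positive, median 0.51, 1 called and 2 adjusted over the list alone; camera adjusted p = 0.00467, adjusted p = 0.366 with an estimated correlation and 0.205 by fgsea), with Klf2, a shear-stress response factor that endothelial cells express strongly, at 1.496 (SE 0.33, adjusted p = 0.0173) and Nr4a1 at 1.17 (adjusted p = 0.0665).

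Macrophage genes were lower as lists and not one by one. Of 52 alveolar macrophage identity genes 42 had negative values (median -0.30; camera adjusted p = 1.26e-06), and of 44 lysosomal genes 31 (median -0.28; 6.62e-05), with 0 members called and 0 adjusted over the list alone in both. Both lost the call at adjusted p = 0.366 with an estimated correlation. The identity members with the lowest p were Atp6v0d2, a proton pump subunit, at -1.50 (adjusted p = 0.225), the lipase Lpl at -0.86 and the mannose receptor Mrc1 at -0.83. Mitotic genes were lower as a list (12 of 17 negative, median -0.45, 0 called and 0 adjusted over the list alone; camera adjusted p = 0.0150), with Birc5 at -0.95 and Plk1 at -0.70. Their call was lost at adjusted p = 0.366 with an estimated correlation and at 0.0506 without PBS p16-positive replicate 2. DNA replication genes, another theme of the study on these samples and so not independent evidence, were not called by camera (median -0.14, 0 adjusted over the list alone; adjusted p = 0.0929), while fgsea called them lower (adjusted p = 0.0341).

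The gene behind the sort, Cdkn2a, which encodes p16 (chromosome 4, 89274473 to 89294619), showed no detectable difference at this depth. It had 58 UMIs over all 16 libraries, 11.96 ± 13.9 against 6.90 ± 9.74 CPM in PBS and 14.3 ± 19.7 against 9.78 ± 12.3 CPM after LPS, p16-negative first, and a log2 fold change of -0.44 (SE 0.71, adjusted p = 0.951). Its 3′ counts do not separate p16 from the p19Arf transcript, which shares the last exons. Leaving out 1 library moved this value between -0.77 and 0.14, the latter without LPS p16-negative replicate 2. Cd274, the gene of the immune checkpoint ligand PD-L1 (chromosome 19, 29362107 to 29388095), had 40.0 ± 34.9 against 43.5 ± 39.4 CPM in PBS and 74.7 ± 53.2 against 121 ± 120 CPM after LPS (log2 fold change 0.37, SE 0.44, adjusted p = 0.916). The study places the effect of p16 in the stability of PD-L1 protein, so a transcript level does not test it. The cell cycle inhibitor Cdkn1a had -0.13 (SE 0.33), the survival gene Bcl2l1 0.40 (SE 0.31), the sort marker gene Siglecf -0.00 (SE 0.35) and Itgax, which encodes CD11c, -0.17 (SE 0.40), none called. The signs are not fixed: Cd274 was at -0.16 without LPS p16-positive replicate 4, Cdkn1a at 0.03 without PBS p16-negative replicate 4, Itgax at 0.11 and 0.01 without LPS p16-negative replicate 4 or LPS p16-positive replicate 2, and Siglecf at 0.03 with DESeq2, 0.01 with RLE factors and between -0.22 and 0.20 without 1 library. Mki67 and Btrc had 17 and 18 UMIs in all and were not tested, and Pdcd1lg2 was not analysed here.

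In all, edgeR called 92 of 6516 genes in the p16 comparison, all of them higher in p16-positive libraries, and 666 had an unadjusted p under 0.05 (326 expected by chance). Of the 92 genes, 21 stand on the airway epithelial lists, 3 on the endothelial list and 59 on no list. Camera called 16 of 39 lists, 13 higher and 3 lower, against 0 with an estimated correlation, 0 by fry and 11 by fgsea (lists with more than 10 members only), and in 6 of the 39 lists, none of them called, median and camera differ in sign. With filterByExpr the mitotic, smooth muscle and B-cell lists had too few members left to be tested. The count of genes rests on single libraries: it was 0 without LPS p16-negative replicate 4, 8 without LPS p16-positive replicate 2, 24 without PBS p16-negative replicate 4 or PBS p16-positive replicate 2, 33 and 61 without LPS p16-negative replicates 3 and 2, 39 without PBS p16-negative replicate 3, and 147 and 284 without LPS p16-positive replicates 3 and 4. Other settings that moved it over 1.5 times were the filterByExpr filter (21), voom with sample quality weights (9), no low count filter (157), upper-quartile factors (61), leaving out both PBS replicate 1 libraries (43) and a replicate block by number (260) or by treatment and number (357).

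Within a single treatment, edgeR called 0 genes between the fractions. In PBS, 361 genes had an unadjusted p under 0.05 (326 expected by chance), DESeq2 and voom called 0, and the lowest adjusted p was 0.496. With the PBS libraries blocked by replicate number as pairs, 155 genes were called, 135 higher and 20 lower in p16-positive cells, 15 of them on the airway epithelial lists and 12 on the endothelial list, and 56 of the 155 were also among the 92. With only the 8 PBS libraries fitted, 7 genes were called. In LPS, 445 genes had an unadjusted p under 0.05 (326 expected by chance), DESeq2 and voom called 0, and Armh1 had the lowest adjusted p, 0.0556. Without 1 library, the LPS count was 10 without PBS p16-positive replicate 2, 9, 40 and 165 without LPS p16-positive replicates 1, 3 and 4, and it was 50 with no low count filter. The authors' deposited table also holds 0 genes with an adjusted p under 0.05 in each of these comparisons.

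The next comparison asks what chronic LPS inhalation changed in the sorted macrophages, over both p16 fractions. Saa3, an acute-phase protein, was higher by 3.46 (SE 0.53, adjusted p = 0.000453; n = 8 libraries per treatment), with 82.2 ± 71.7 and 112 ± 63.3 CPM in the PBS fractions against 923 ± 1154 and 1181 ± 1080 CPM after LPS. Mmp14, a membrane-anchored matrix metalloprotease, was higher by 2.67 (SE 0.40, adjusted p = 0.000383), at 51.4 ± 51.1 and 66.5 ± 57.6 against 452 ± 120 and 309 ± 89.0 CPM. The chemokine Pf4 was higher by 2.73 (SE 0.48, adjusted p = 0.00264), and Stac2, an adaptor of calcium channels with the lowest p, by 2.82 (SE 0.40, adjusted p = 0.000199). Fam20c, a secretory pathway kinase, was higher by 2.76 (SE 0.56, adjusted p = 0.00778), and Nnmt, a nicotinamide methyltransferase, by 2.90 (SE 0.75, adjusted p = 0.0498). The remaining named genes were Vsig8 at 2.93, Lgi4 at 2.86, the class I-like gene H2-M2 at 2.70 and Micall2 at 2.60, with adjusted p from 0.00373 to 0.00847. On GRCm38.p6, Saa3 lies on chromosome 7 (46711998 to 46719615), Mmp14 on chromosome 14 (54431598 to 54442456) and Stac2 on chromosome 11 (98036623 to 98053462).

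**Figure D3:**
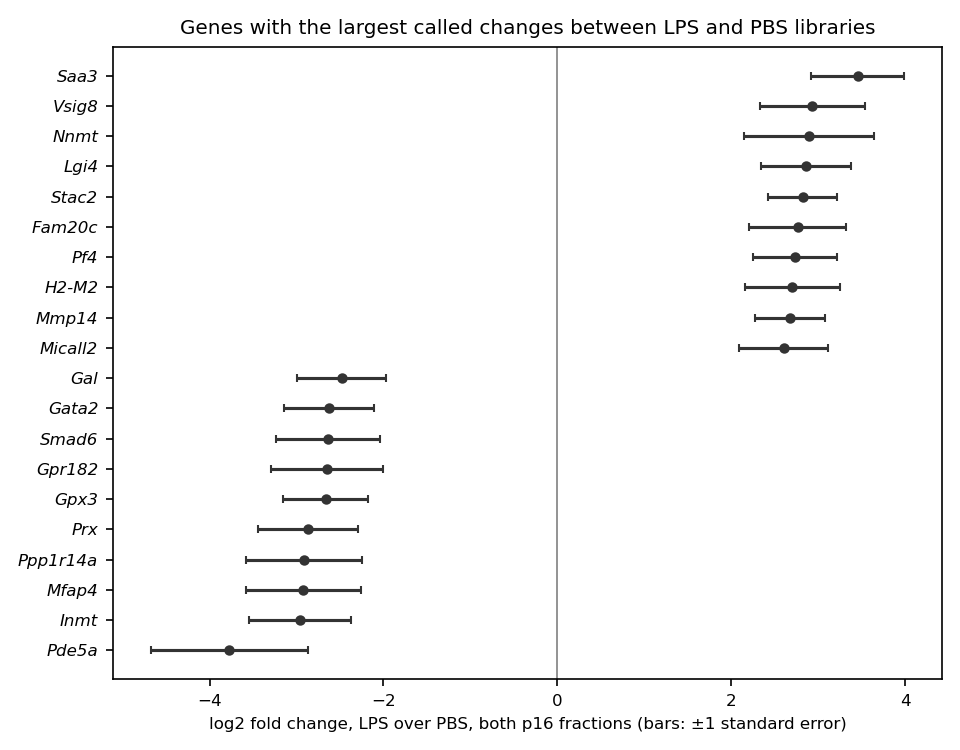
Fitted log2 fold change, LPS over PBS in both p16 fractions (8 libraries per treatment), of the 10 called genes with the largest rise and the 10 with the largest fall under the naming rule, with error bars of 1 SE. Values run from -3.77 for Pde5a to 3.46 for Saa3.

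Lipid-associated macrophage genes rose: 16 of 23 members had positive values (median 0.71), 3 were called and 8 passed adjusted over the list alone, 7 of them higher. The called members were Mmp14, the tetraspanin Cd63 at 2.04 (SE 0.42, adjusted p = 0.00796) and the lipid receptor Trem2 at 1.95 (SE 0.44, adjusted p = 0.0170), and Apoe, a lipid carrier, was at 1.26 (adjusted p = 0.152). Camera gave adjusted p = 2.79e-05 and fry 0.0429, and the call was lost at adjusted p = 0.227 with an estimated correlation. Lysosomal genes rose, with 38 of 44 positive (median 0.54), 1 called and 5 adjusted over the list alone (camera adjusted p = 8.26e-09, fry 0.0429, and adjusted p = 0.277 with an estimated correlation). Psap, the precursor of lipid-degrading activators, was at 1.57 (adjusted p = 0.0728), the proteases Lgmn and Ctss were at 1.27 and 1.24, and the abundant protease gene Ctsd had 26550 ± 7497 and 15140 ± 11490 CPM in PBS against 46700 ± 18180 and 35820 ± 16070 CPM after LPS. Of the 23 lipid-associated genes 18 and of the 44 lysosomal genes 12 stand on another list too.

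Other groups were higher with smaller members. Chemokines (12 of 15 positive, median 0.77, 2 called and 4 adjusted over the list alone; camera adjusted p = 0.0287, and adjusted p = 0.492 with an estimated correlation) were led by Pf4 and by Cxcl16 at 1.76 (adjusted p = 0.0423). The study reported chemokine secretion against p16 on these samples, and not against LPS. The adjusted p of the chemokine list was 0.0900 without PBS p16-negative replicate 4, 0.0714 and 0.0632 without PBS p16-positive replicates 3 and 4, 0.0558 without LPS p16-negative replicate 4 and 0.143 without LPS p16-positive replicate 4. Class I presentation genes (17 of 22 positive, median 0.60, 0 called and 0 adjusted over the list alone; 0.0103) included the immunoproteasome subunit Psmb8 at 0.89 (adjusted p = 0.260). Ribosomal proteins (65 of 69, median 0.30, 0 called and 0; 0.000520) and oxidative phosphorylation genes (56 of 68, median 0.30, 0 called and 0; 0.00952) had small and even shifts. With an estimated correlation these 3 lists had adjusted p of 0.492, 0.509 and 0.509. The ribosomal list had adjusted p = 0.295 without both PBS replicate 1 libraries, and oxidative phosphorylation 0.112 without LPS p16-positive replicate 4. With filterByExpr these 2 lists had 0.207 and 0.105. The median over all genes was 0.14 in this comparison, 0.08 with upper-quartile factors, 0.03 with RLE factors and -0.01 with DESeq2, so shifts of 0.30 are to be read against it. Complement genes C1qa at 1.90 and C1qc at 1.98 and the complement factor Cfb at 1.90 were called, while the monocyte and interstitial macrophage list with C1qa, C1qc and Pf4 was not called (camera adjusted p = 0.877).

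Endothelial genes were lower after LPS in every tested member. All 20 had negative values (median -1.91), 10 were called and 16 passed adjusted over the list alone, with camera adjusted p = 9.25e-32, adjusted p = 0.0146 with an estimated correlation and fry 0.0114. These tests count both fractions of a treatment as independent libraries, although the PBS fractions were treated as pairs. Egfl7 was at -2.16 (SE 0.41, adjusted p = 0.00545), Gpihbp1 at -2.31, the endothelial regulator Rasip1 at -2.10 and the receptor Acvrl1 at -1.53. Cldn5, the receptor Tie1, the fenestral diaphragm gene Plvap, Ramp2 and Icam2 were also called, at -1.91, -2.34, -2.04, -2.21 and -2.10. Prx, a membrane scaffold protein found in lung capillaries, fell with them, at -2.87 (SE 0.57, adjusted p = 0.00776), Gata2, a transcription factor of endothelial and blood progenitor cells, at -2.62 (SE 0.52, adjusted p = 0.00754) and Smad6, an inhibitor of BMP signalling, at -2.63 (SE 0.60, adjusted p = 0.0174). Gpr182, an endothelial receptor, was at -2.65 (SE 0.65, adjusted p = 0.0332). The share of UMIs on the endothelial list was 0.382 ± 0.244% and 1.00 ± 0.325% in the PBS fractions and 0.0885 ± 0.0274% and 0.211 ± 0.146% after LPS, lower in each fraction (exact two-sided permutation p = 0.0286 each, the smallest possible, and 0.486 and 0.243 after adjustment over the 17 lists).

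Fibroblast genes fell with them: 7 of 7 had negative values (median -1.58), 3 were called and 4 passed adjusted over the list alone (camera adjusted p = 1.90e-10, and adjusted p = 0.0993 with an estimated correlation). These were Inmt, a methyltransferase of lung stroma, at -2.96 (SE 0.59, adjusted p = 0.00754), the microfibril gene Mfap4 at -2.92 (SE 0.66, adjusted p = 0.0174) and the plasma glutathione peroxidase Gpx3 at -2.66 (SE 0.49, adjusted p = 0.00385). The other named genes were Pde5a, a cGMP phosphodiesterase, at -3.77 (SE 0.91, adjusted p = 0.0273), Ppp1r14a, a myosin phosphatase inhibitor of smooth muscle, at -2.92 (SE 0.67, adjusted p = 0.0191) and the neuropeptide galanin (Gal) at -2.48 (SE 0.51, adjusted p = 0.00847). Gal stands on the alveolar macrophage identity list. Immediate early genes were lower (22 of 31 negative, median -0.38, 1 called and 2 adjusted over the list alone; camera adjusted p = 0.00184, and adjusted p = 0.492 with an estimated correlation), with Klf2 at -1.37 (adjusted p = 0.0262), Ccn1 at -2.17 (adjusted p = 0.0647) and Fos at -0.92.

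Lists of other cell types were lower with 0 called members. Alveolar type II genes (15 of 19 negative, median -0.36, 0 adjusted over the list alone), alveolar type I genes (9 of 11, median -0.80, 0) and secretory airway genes (11 of 18, median -0.32, 0) each had camera adjusted p = 0.000508. With an estimated correlation these were adjusted p = 0.509, 0.492 and 0.509. Without both PBS replicate 1 libraries, type I genes had adjusted p = 0.0642 and secretory genes 0.364. The type I gene Ager was at -1.31 and the secretory gene Scgb1a1 at -2.56. T-cell genes (7 of 8 negative, median -0.72, 0 adjusted over the list alone; 0.0444) and B-cell genes (6 of 8, median -0.60, 1 adjusted over the list alone; 0.0296) had adjusted p = 0.509 and 0.492 with an estimated correlation. With filterByExpr both had too few members left to be tested, and with RLE factors T-cell genes had adjusted p = 0.0567. T-cell genes also had adjusted p = 0.0882 and 0.531 without PBS p16-negative or p16-positive replicate 4, 0.0534 without LPS p16-negative replicate 1, and 0.104 without LPS p16-positive replicate 2 or 4. B-cell genes had 0.0747 without PBS p16-negative replicate 4, 0.0567 and 0.0872 without PBS p16-positive replicates 2 and 4, 0.0612 and 0.0631 without LPS p16-negative replicates 3 and 4, and 0.0906 and 0.115 without LPS p16-positive replicates 3 and 4.

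Transcripts of the study's question genes did not pass the threshold. The study's mechanism concerns the stability of PD-L1 protein, which RNA levels do not test. Cd274 was higher after LPS by 1.03 (SE 0.45, adjusted p = 0.441) and Itgax by 1.22 (SE 0.41, adjusted p = 0.179). Cdkn2a was at 0.22 (SE 0.71, adjusted p = 0.978; -0.21 without LPS p16-negative replicate 2 and -0.40 with voom), Cdkn1a at 0.39 (SE 0.34), Siglecf at -0.59 (SE 0.56) and Bcl2l1 at 0.24 (SE 0.31). Alveolar macrophage identity genes had a median of 0.40, with 1 called (Gal, lower) and 7 passing adjusted over the list alone, 3 higher and 4 lower (camera adjusted p = 0.0542). The scavenger receptor gene Marco had 1060 ± 410 and 615 ± 236 CPM in the PBS fractions against 336 ± 81.0 and 417 ± 218 CPM after LPS, and Lyz2 had 3410 ± 1719 and 2932 ± 1802 against 6778 ± 4262 and 7200 ± 5311 CPM.

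**Figure D4:**
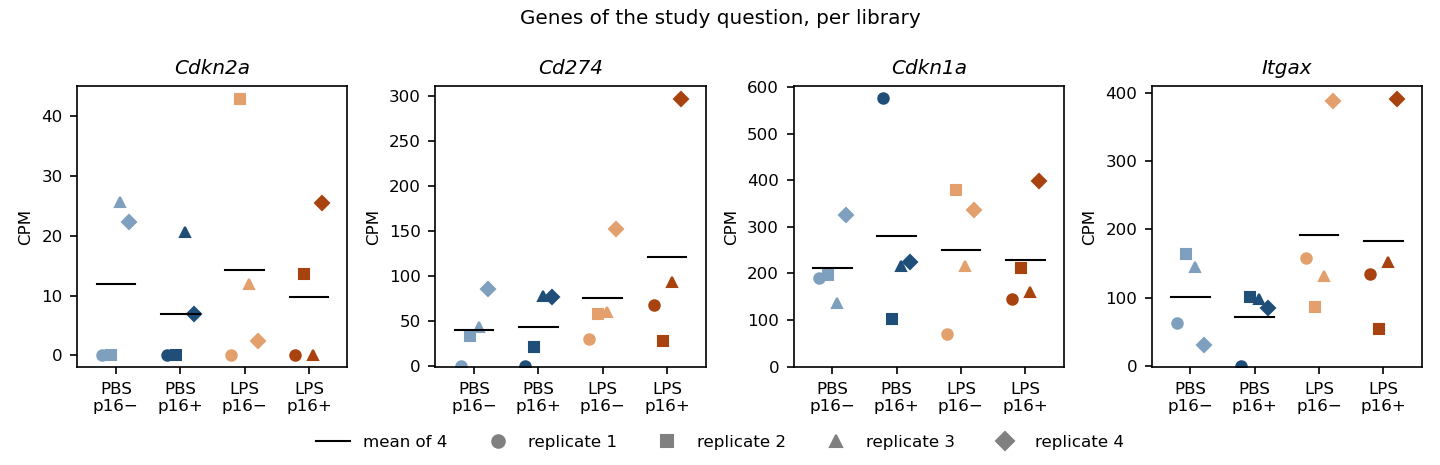
CPM per library of Cdkn2a, Cd274, Cdkn1a and Itgax, by group, with replicates as separate markers and group means as bars. For Cd274 the means are 40.0 and 43.5 CPM in the PBS fractions and 74.7 and 121 CPM in the LPS fractions.

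In all, edgeR called 60 genes in the LPS comparison, 28 higher and 32 lower, with 604 at an unadjusted p under 0.05 (326 expected by chance). Of the 32 lower genes 10 stand on the endothelial list and 3 on the fibroblast and smooth muscle lists. DESeq2 called 135 genes (50 higher, 85 lower) and voom 127 (41 and 86). Named genes that kept the threshold without any 1 library include Saa3, Stac2, Mmp14, Pf4, Cd63 and C1qa among the higher and Inmt, Gpx3, Prx, Gata2, Egfl7, Gpihbp1 and Rasip1 among the lower ones. The count was 38 and 29 without PBS p16-positive replicates 2 and 4, and 195 and 32 without LPS p16-positive replicates 2 and 4. Camera called 14 of 39 lists, 6 higher and 8 lower, against 1 with an estimated correlation, 3 by fry and 11 by fgsea (lists with more than 10 members only), and 22 without LPS p16-positive replicate 2. In 5 of the 39 lists, none of them called, median and camera differ in sign. If both fractions of a treatment come from the same animals, the 8 libraries per treatment are not independent, so the fractions are also given alone. The p-values of the gene lists share this limit, and no list test was run with a block by treatment and number. With voom and a replicate block by treatment and number, entered as a correlation between these libraries, 12 genes were called, all of them among the 60.

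Within the p16-negative fraction 1 gene was called, Mmp14 at 3.24 (SE 0.60, adjusted p = 0.0350), and 286 had an unadjusted p under 0.05 (326 expected by chance). DESeq2 called 5, no low count filter 2 and the 8 libraries alone 7. The call was lost (0 genes) without PBS p16-negative replicate 1, 3 or 4 or LPS p16-negative replicate 1, 2 or 3, and 5 genes were called without LPS p16-positive replicate 2. Within the p16-positive fraction 3 genes were called, namely Prx at -3.97 (SE 0.73, adjusted p = 0.0231), Stac2 at 3.12 (SE 0.59, adjusted p = 0.0287) and Dpep1, a membrane dipeptidase, which has 0 UMIs in all 8 LPS libraries and 7.70 ± 10.5 and 31.6 ± 24.8 CPM in the PBS fractions. DESeq2 called 22 and voom 36. The count was 0 without PBS p16-positive replicate 2, 3 or 4, without LPS p16-positive replicate 1 and with the 8 libraries alone. It was 6 without PBS replicate 1 of either fraction, 5 without LPS p16-negative replicate 1, 1 without LPS p16-positive replicate 4 and 90 without LPS p16-positive replicate 2. The authors' deposited table has an adjusted p under 0.05 for 5 genes in the p16-negative comparison, all higher after LPS, and for 12 in the p16-positive one, 8 higher in PBS and 4 higher in LPS.

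**Figure D5:**
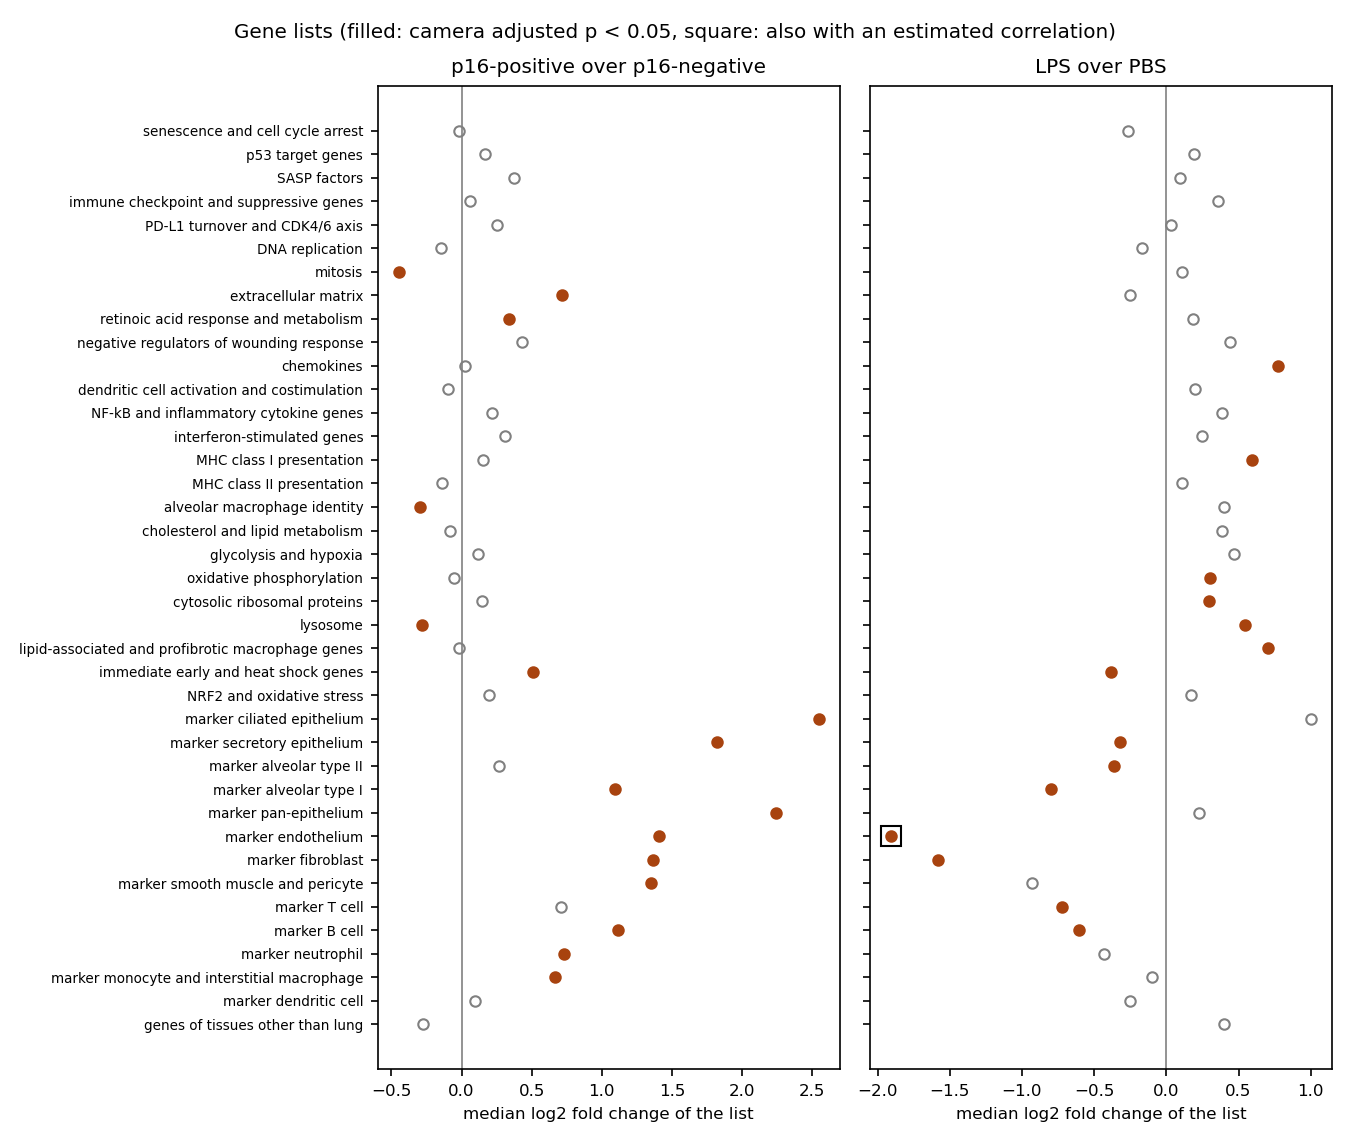
Median log2 fold change of each tested gene list in the p16 comparison and in the LPS comparison. Filled symbols are lists called by camera, and a square marks a list called with an estimated correlation as well. The endothelial list lies at 1.41 in the p16 comparison and at -1.91 in the LPS comparison.

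The last comparison tests whether the p16 difference depends on treatment. Alveolar type II genes had a smaller p16 difference after LPS than in PBS in all 19 tested members (median difference -1.14; camera adjusted p = 3.80e-05). The surfactant gene Sftpb was at -1.57 and the phosphate transporter Slc34a2 at -2.99, neither called. Smooth muscle and pericyte genes (0 of 6 positive, median -0.76), alveolar type I genes (-0.41), endothelial genes (-0.25), matrix genes (-0.16) and interferon-stimulated genes (-0.38) were called lower, and alveolar macrophage identity genes (38 of 52 positive, median 0.35) higher, with camera adjusted p of 0.0401 or, for interferon-stimulated genes, 0.0441. With an estimated correlation each of these 7 lists had adjusted p = 0.755, and fry called 0. By fgsea 5 lists were called: type II, interferon-stimulated and endothelial genes lower, and ciliated (adjusted p = 2.55e-07) and secretory genes (0.00791), which camera did not call, higher. No single gene was called by edgeR, DESeq2 or voom (0 each), 101 genes had an unadjusted p under 0.05, where 326 would be expected by chance, and in 4 of the 39 lists median and camera differ in sign, none of them called. The type II call was lost without LPS p16-negative replicate 1 (adjusted p = 0.589), and RLE scaling left 1 called list (the others at 0.0557). With filterByExpr 4 lists were called, but of the 7 only type II (adjusted p = 0.000282), type I (0.00452) and matrix genes (0.0354) stayed called. Interferon-stimulated (0.588), endothelial (0.163) and identity genes (0.0666) were lost, and too few smooth muscle genes were left to test. The number of called lists was 3 and 4 without PBS p16-negative replicates 3 and 4, 4, 3 and 2 without PBS p16-positive replicates 1, 2 and 4, 2 and 3 without LPS p16-negative replicates 1 and 2, and 1 and 4 without LPS p16-positive replicates 1 and 4.

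Shares of UMIs on 17 lists describe the cell types in each library. In PBS, p16-positive libraries had a higher endothelial share than p16-negative ones (1.00 against 0.382%), a higher B-cell share (0.0593 ± 0.0167 against 0.0258 ± 0.00808%) and a higher monocyte and interstitial macrophage share (0.312 ± 0.0554 against 0.172 ± 0.0590%), each with exact two-sided permutation p = 0.0286 and 0.162 after adjustment over the 17 lists. Ciliated genes took 0.281 ± 0.193 against 0.110 ± 0.0687% of UMIs in PBS (exact p = 0.200) and 0.422 ± 0.583 against 0.0669 ± 0.0386% after LPS (exact p = 0.0857). Secretory genes took 8.92 ± 12.8 against 5.26 ± 8.86% in PBS (exact p = 0.571) and 2.99 ± 5.05 against 0.517 ± 0.508% after LPS (exact p = 0.543). These exact tests do not use the pairing of the PBS fractions, and no paired test of the shares was run. The LPS p16-positive means rest on replicate 2, with 1.29% ciliated and 10.6% secretory, where the other libraries of its group had 0.0759 to 0.199% and 0.339 to 0.706%. After LPS 0 of the 17 lists reached an exact p under 0.05 between fractions. The 3 PBS differences reached it in part on single libraries: 0 lists did without PBS p16-negative replicate 2 or 3, 1 without PBS p16-negative replicate 1 or 4 or PBS p16-positive replicate 2 or 4, and 5 without PBS p16-positive replicate 3.

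The remaining lists were not called by camera in the p16 or the LPS comparison. By fgsea, NF-kB genes (adjusted p = 0.0113) and ciliated genes (0.0294) were called higher after LPS. For senescence and cell cycle arrest genes camera gave adjusted p = 0.943 for p16 (median -0.02) and 0.0773 for LPS, with Id1 called lower after LPS at -1.66. For p53 targets it gave 0.662 and 0.550, and for secreted factors of senescent cells 0.258 and 0.912. Immune checkpoint genes had 0.258 and 0.196, and the genes of PD-L1 turnover and the CDK4/6 axis 0.685 and 0.272, of which Cmtm4 and Ccnd1 passed adjusted over the list alone for p16, at 2.32 and 1.62. The study's themes of wounding response (0.0800 and 0.263) and dendritic cell activation (0.0909 and 0.327) were not called. Chemokines had 0.752 for p16, a direction that is not independent evidence, since the theme comes from these samples. NF-kB genes (0.943 and 0.0553), interferon-stimulated genes (0.206 and 0.467), class II presentation (0.279 and 0.405), cholesterol metabolism (0.0804 and 0.127), glycolysis and hypoxia (0.686 and 0.0576) and NRF2 targets (0.963 and 0.255) were not called. The same held for dendritic cell markers (0.963 and 0.281) and genes of other tissues (0.686 and 0.906). In the p16 comparison, class I presentation (0.963), oxidative phosphorylation (0.127), ribosomal proteins (0.310), lipid-associated genes (0.943) and T cells (0.0800) were not called. In the LPS comparison, DNA replication (0.118), mitosis (0.426), matrix (0.0733), retinoic acid (0.272), ciliated cells (0.877, median 1.00), pan-epithelial genes (0.0576), smooth muscle (0.103) and neutrophils (0.103) were not called.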

Values the study reported

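At the protein level, by mass cytometry, the study reported Spearman correlations between p16 and PD-L1 in alveolar macrophages of 0.71 after LPS and 0.76 with PBS. They were computed over bins of cells ranked by p16, from the mean PD-L1 of each bin, and not from the libraries described here.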

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

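Of the tests in this part, those that compare marker lists (lower share of macrophage RNA, lower share of all other cell types, more monocytes or interstitial macrophages, higher share of macrophage RNA) with their bound of more than 50% of the lists, the splits of list medians, the splits that keep both fractions together or part them all, the single exchanges within LPS and the fit without the 2 shallow PBS libraries were chosen only after the result was seen. Single libraries that lay far from the other 3 of their group were sought in 220 groups of 4 values with Dixon's test at its 95% critical value, and 38 were found. About 11 would be found by chance among normally distributed values. CPM and shares were not transformed, and many of the 38 share a library, so 11 is not their chance rate. In 9 of the 38 the other 3 libraries had 0 UMIs, and the test passes whatever the count. In 8 of the 9 the value is a single UMI, and 29 remain.

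LPS p16-positive replicate 2 lay above the others of its group on ciliated (1.29%), secretory (10.6%), alveolar type I (0.141%) and pan-epithelial (1.41%) shares of UMIs and for Krt8 (249 CPM), Gm38655 (299.6 CPM), Ccdc78 (871 CPM), Dnah10 (218 CPM) and Bpifb1 (4439 CPM). It was highest also for Pde5a (3.40 CPM, 1 UMI) and lowest for the T-cell share (0.0204%). LPS p16-positive replicate 4 had the highest total (1176358 UMIs), NK cell share (0.0619%), Nnmt (87.6 CPM), Pf4 (1158 CPM) and H2-M2 (399 CPM). PBS p16-negative replicate 1, with 15755 UMIs, was highest for the secretory share (18.5%), the eosinophil, mast cell and basophil share (0.0444%), genes of other tissues (0.0317%), Krt8 (63.5 CPM), Pde5a (127 CPM) and Inmt (508 CPM). LPS p16-negative replicate 1 had the highest alveolar type II share (2.72%) and the lowest T-cell share (0.0188%). LPS p16-negative replicate 2 was highest for Gramd2, Armh1 and Adcy6 (7.14 CPM and 1 UMI each), and LPS p16-negative replicate 4 for Saa3 (2643 CPM). PBS p16-positive replicate 1 was highest for Gpx2 (289 CPM) and lowest for Itgax (0 CPM, where 3 UMIs would be 216 CPM), and PBS p16-positive replicate 3 was highest for Saa3 (207 CPM) and Lgi4 (15.5 CPM). PBS p16-negative replicate 4 was highest for Adcy6 (4.46 CPM, 1 UMI) and Fam20c (8.92 CPM, 2 UMIs), and PBS p16-negative replicate 2 for Ccdc78 (49.3 CPM), Dnah10, Tbx1 and Vsig8 (16.4 CPM and 1 UMI each).

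Gene lists whose p16 difference depended on treatment by camera were alveolar type II (-1.14), smooth muscle and pericyte (-0.76), alveolar type I (-0.41), interferon-stimulated (-0.38), endothelial (-0.25), matrix (-0.16) and alveolar macrophage identity genes (0.35), as median log2 differences. Chance cannot be excluded for the 7 lists: another of 100 splits called 19, and 60 of the 100 called 7 or more. For single genes the real split called 0 and another split 197, in 100 of 100 splits at least as many as the real one.

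The first pattern weighed is the set of airway epithelial transcripts in p16-positive libraries, cells that a gate on CD45, CD11c and Siglec-F should remove. A lower share of macrophage RNA alone would raise the markers of other cell types alike. After LPS the ciliated list (median log2 fold change 3.45) lay above all 10 lists of cell types outside the airway in every fit without 1 library. Among them were type II (-0.28), type I (0.97) and endothelial genes (1.04). Within LPS edgeR called 0 genes between the fractions, and only the neutrophil list of the 10 has members passing adjusted over the list alone. For the other lists the comparison rests on medians of genes that did not pass. As far as these medians show, a lower share of macrophage RNA alone does not account for all of the LPS part. In PBS the ciliated list (1.43) lay above only 4 of the 10, namely type II (0.78), neutrophil, monocyte and dendritic cell genes, and not above type I (1.57), endothelial (1.68), fibroblast (1.37), smooth muscle, T-cell or B-cell genes, so within PBS a lower share of macrophage RNA cannot be told apart from airway cells, the lists being split. With all libraries thinned to at most 60814 UMIs the called genes kept a mean median of 2.58 (3.02 at full depth, 2.44 to 2.71 over 20 draws). Thinning keeps each library's expected proportions and leaves both PBS replicate 1 libraries shallower, and the genes were called in these same data. It therefore cannot decide whether depth accounts for the pattern. Airway cells or their free RNA in the sorted fraction stay open: the 59 called genes on no list followed the airway share over the 8 p16-negative libraries with a median r of 0.23 within treatment (rho 0.299, permutation p = 0.219), above the central 95% range of matched genes (upper end -0.227), and with r = 0.499 without PBS p16-negative replicates 1 and 2. With 8 libraries this cannot be told apart from p16-positive macrophages that carry or express such transcripts, which no test here addressed. For the count of 92 genes, 3 of 100 splits of single libraries gave as many (the highest other 219), and splits that call more than the real one point to a structure of the samples. Among splits that part both fractions of every treatment and number, 2 of 100 did (the highest other 93). With these as a replicate block, 1 of 100 did for 357 genes (the highest other 325). These shares are low, but chance is not excluded, since the count of 92 rests on single libraries and is 0 without LPS p16-negative replicate 4. For the list medians, 4 of 100 splits of single libraries were as large for ciliated, 1 for pan-epithelial (the real split included), 25 for secretory and 26 for alveolar type I genes, before adjustment over the lists.

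The next pattern is the lower level of endothelial transcripts after LPS. A lower share of all other cell types would lower their markers alike, and type I (-0.80), type II (-0.36), T-cell (-0.72) and B-cell genes (-0.60) did fall. The endothelial list (-1.91) lay below these and below ciliated, secretory and pan-epithelial genes in every fit without 1 library. These are 7 of the 8 lists whose members passing adjusted over the list alone do not go both ways. Of these 7 only the B-cell list has a passing member, so the comparison rests on medians of genes that did not pass. As far as these medians show, such a share does not account for all of the fall. The exception was the fibroblast list (-1.58), which fell about as far, and 4 lists went both ways. The ciliated list rose (1.00) but was as low as -0.44 over the fits without 1 library. Without the 2 shallow PBS libraries the endothelial median was -1.97 against -1.91 with them, so these do not account for it. Endothelial cells, which the gate on CD45, CD11c and Siglec-F should remove, or their RNA in the sorted fractions, fewer after LPS, stay open: the 15 lower genes on no list followed the endothelial share over the 8 PBS libraries with a median r of 0.0878 (rho 0.262, permutation p = 0.306), just above the central 95% range of matched genes (upper end 0.0686), and with 0.129 without PBS p16-negative replicates 3 and 4. This cannot be told apart from a change in the vessels of LPS-exposed lungs or in the macrophages, with so few libraries. Over splits of single libraries 2 of 100 gave as many as the 60 called genes (highest other 183). With both fractions of a treatment and number kept together, since the PBS fractions are treated as pairs, 3 of 35 splits did, the highest other with 358, so chance cannot be excluded for the count of 60 genes, and the 358 point to a structure of the samples. With a replicate block by treatment and number 12 genes were called.

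The third pattern is the higher level of lipid-associated macrophage genes after LPS. With libraries thinned to at most 60814 UMIs its median log2 fold change was 0.59 (0.71 at full depth, 0.45 to 0.69 over 20 draws). Since thinning keeps each library's expected proportions, it cannot decide whether depth accounts for this pattern. More monocytes or interstitial macrophages, which the gate on CD11c and Siglec-F was not meant to take, stay open: the list lay 0.80 above theirs in median (0.27 to 1.48 over the fits without 1 library), but that marker list went both ways, with 4 members higher and 2 lower adjusted over the list alone, and its members C1qa (1.90), C1qc (1.98) and Pf4 (2.73) were called higher. A higher share of macrophage RNA stays open too: with the 5 shared members left out of both lists (18 and 47 genes remained) the list lay 0.27 above the alveolar macrophage identity genes (0.65 against 0.38, and 0.19 to 0.41 over the fits without 1 library), but 3 identity genes were higher and 4 lower adjusted over the list alone. With markers that move apart, neither can be told apart from a change of the macrophages under chronic LPS, and 7 of the 23 lipid-associated genes had negative values.

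Other splits of the libraries gave these counts. Within PBS the real split called 0 genes and every other of the 35 splits 0 as well (35 of 35), and with the pairs blocked the real count was 155 and the highest of the other splits parting all 4 pairs 75, with 8 splits too few for a share under 0.05. Within LPS the real split called 0 and another 387 (35 of 35 as many as the real one), in the split that exchanges LPS p16-positive replicate 4 with p16-negative replicate 1, which points to a structure of the samples. Exchanging it with p16-negative replicate 2, 3 or 4 instead gave 203, 89 and 0 genes, and the 12 exchanges of another p16-positive library gave 0 each. The exchanges that gave genes put both LPS replicate 4 libraries on one side, and these correlate at r = 0.61, each best with the other, so what the samples share explains the counts as well as a wrong p16 label of LPS p16-positive replicate 4 would. Its ciliated share (0.0759%) lay above that of LPS p16-negative replicate 4 (0.0508%). It was the lowest of its group, though, and near the LPS p16-negative mean (0.0669 ± 0.0386%), so the share does not decide on the label. Without this p16-positive library the p16 comparison over both treatments called 284 genes instead of 92. Chance cannot be excluded for the 1 gene in p16-negative cells (2 of 35 splits, highest other 1) or the 3 genes in p16-positive cells (7 of 35 splits, highest other 200, in the split of replicates 3 and 4 against 1 and 2 of both treatments, again a structure of the samples). For the number of called lists chance cannot be excluded in the p16 comparison (16, highest other 17, 5 of 100 splits) or in the LPS comparison (14, highest other 17, 13 of 100). For single lists, splits of single libraries gave a median as large as the real one in 1 of 100 at the fewest, and none of the 39 lists had a share under 0.05 after adjustment over the lists (lowest 0.130 for p16 and 0.0975 for LPS). The same held for splits that part both fractions (lowest 0.0867 for p16) and for those that keep them together (lowest 0.446 for LPS, over 35 splits). With 100 or 35 splits, a single list for which only the real split was as large could not fall under 0.05 after adjustment over 39 lists. These splits therefore cannot decide for any one list. In both kinds of LPS splits, only the real split was as large for the endothelial and the class I presentation lists.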

How the results depend on the processing

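The fit without both PBS replicate 1 libraries was the only alternative chosen after the data were seen. Within the tested settings, the 60 called named gene results kept their sign under all alternatives, 17 kept an adjusted p under 0.05 without any 1 library, and 308 of 1545 alternative values lost the threshold. Counts that moved over 1.5 times are given here, and the cause was not tested unless the setting itself tests fewer or more genes or libraries. For p16 over both treatments (92 genes) these were upper-quartile factors 61, filterByExpr 21, no low count filter 157, voom 9 and without both PBS replicate 1 libraries 43. For p16 in PBS (0) the 8 libraries alone gave 7, and for p16 in LPS (0) no low count filter gave 50. For LPS over both fractions (60) DESeq2 gave 135 and voom 127. For LPS in p16-negative cells (1) DESeq2 gave 5, no filter 2 and the 8 libraries alone 7. For LPS in p16-positive cells (3) DESeq2 gave 22, RLE 5, upper-quartile 6, filterByExpr 5, no filter 14, voom 36, the 8 libraries alone 0 and without both PBS replicate 1 libraries 7.

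Of the called lists, the p16 count (16) was 0 with an estimated correlation, 0 with fry and 10 with filterByExpr, the LPS count (14) was 1 and 3 with an estimated correlation and fry, and the interaction count (7) was 0, 0, 4 with filterByExpr and 1 with RLE. Without the 50 most abundant genes, 1 marker share differed in PBS instead of 3. Without 1 library the counts ranged from 0 to 284 (p16, both), 0 to 0 (p16, PBS), 0 to 165 (p16, LPS), 29 to 195 (LPS, both), 0 to 5 (LPS, p16-negative), 0 to 90 (LPS, p16-positive), 0 to 0 (interaction), 13 to 19 (lists, p16), 10 to 22 (lists, LPS), 1 to 10 (lists, interaction), 0 to 5 (shares, PBS) and 0 to 2 (shares, LPS, the latter without LPS p16-positive replicate 4).

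Among uncalled genes, signs reversed for Siglecf in the p16 comparison (DESeq2 0.031, RLE 0.012, no filter 0.027, block by number 0.0311, block by treatment and number 0.063, voom 0.087) and for Cdkn2a in the LPS comparison (block by treatment and number -0.34, voom -0.40). Without 1 library the ranges that crossed 0 were -0.77 to 0.14 (Cdkn2a), -0.16 to 0.63 (Cd274), -0.29 to 0.026 (Cdkn1a) and -0.22 to 0.20 (Siglecf) for p16, -0.52 to 0.11 (Itgax, p16 positive versus negative, both treatments) and -0.21 to 0.56 (Cdkn2a) for LPS.

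A replicate block by number, or by treatment and number, gave 260 and 357 genes for p16 over both treatments, 40 and 155 in PBS, 86 and 147 in LPS, and 242 and 12 for LPS over both fractions. By number it gave 26 genes for LPS in p16-negative cells and by either block 123 and 10 in p16-positive cells, and by treatment and number 1 gene for the interaction. Outside the PBS fractions the libraries share only a number: 3 of 4 LPS fraction pairs correlated above 0.1, LPS pair 1 had r = -6.25e-05, and 5 of 8 LPS libraries correlated best with their own number, a hint from the data and not from the design. Between treatments the same-numbered p16-negative libraries had r of 0.211, 0.0434, 0.0714 and 0.0574 and the p16-positive ones -0.123, 0.314, 0.158 and 0.314. Few 2-fold changes could be called with these libraries, since their simulated recovery was 5.32% and 10.9% in the 2 comparisons over all libraries. The simulation did not vary depth, so it cannot separate depth from the spread between libraries or their number.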

Other observations

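No test in this part was chosen only after the result was seen; the genes named here were, as examples outside the naming rule. Genes outside the airway lists that were called higher in p16-positive libraries include Id3, an inhibitor of basic helix-loop-helix factors, at 2.79 (SE 0.53, adjusted p = 0.0116), Gata2 at 2.64 and the class IIa histone deacetylase Hdac7 at 2.34. Gata2 was called in both comparisons, higher in p16-positive and lower in LPS libraries, as were Egfl7, Gpihbp1, Esam and Klf2. Aqp1, a water channel of capillary endothelium, was at 1.96 and Ddit4, a stress-induced inhibitor of mTOR, at 1.79 in the p16 comparison.

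After LPS, higher genes outside the lists included the calcium-binding S100a6 at 1.40, the LIM protein Crip1 at 1.70, the semaphorin receptor Plxnd1 at 1.62, the interleukin-1 signalling kinase Irak2 at 1.52 and the secreted phospholipase Pla2g2d at 2.46. Of the 28 higher genes 20 stand on no list, and of the 32 lower genes 15. Lower genes outside the endothelial list included Epas1, a hypoxia-inducible factor that vessels express, at -2.29 and Podxl, a sialomucin of vessel lumens, at -1.85.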
